# Identification of ADPKD-Related Genes and Pathways in Cells Overexpressing *PKD2*

**DOI:** 10.3390/genes11020122

**Published:** 2020-01-22

**Authors:** Zhe Zhang, Yanna Dang, Zizengceng Wang, Huanan Wang, Yuchun Pan, Jin He

**Keywords:** ADPKD, RNA-seq, PKD2

## Abstract

Consistent with the gene dosage effect hypothesis, renal cysts can arise in transgenic murine models overexpressing either *PKD1* or *PKD2*, which are causal genes for autosomal dominant polycystic kidney disease (ADPKD). To determine whether *PKD* gene overexpression is a universal mechanism driving cystogenesis or is merely restricted to rodents, other animal models are required. Previously, we failed to observe any renal cysts in a transgenic porcine model of *PKD2* overexpression partially due to epigenetic silencing of the transgene. Thus, to explore the feasibility of porcine models and identify potential genes/pathways affected in ADPKD, LLC-PK1 cells with high *PKD2* expression were generated. mRNA sequencing (RNA-seq) was performed, and *MYC*, *IER3*, and *ADM* were found to be upregulated genes common to the different *PKD2* overexpression cell models. *MYC* is a well-characterized factor contributing to cystogenesis, and *ADM* is a biomarker for chronic kidney disease. Thus, these genes might be indicators of disease progression. Additionally, some ADPKD-associated pathways, e.g., the mitogen-activated protein kinase (MAPK) pathway, were enriched in the cells. Moreover, gene ontology (GO) analysis demonstrated that proliferation, apoptosis, and cell cycle regulation, which are hallmarks of ADPKD, were altered. Therefore, our experiment identified some biomarkers or indicators of ADPKD, indicating that high *PKD2* expression would likely drive cystogenesis in future porcine models.

## 1. Introduction

Autosomal dominant polycystic kidney disease (ADPKD) is one of the most common genetic causes of end-stage renal disease, affecting millions of people worldwide [1]. As a systemic disease, ADPKD is characterized by the formation of gradually enlarged fluid-filled cysts in both kidneys along with extrarenal manifestations such as hypertension, hepatic/pancreatic cysts, intracranial aneurysms, and cardiac valve malformation [2]. Much effort has been made to study the cellular and molecular basis of ADPKD; however, in addition to renal replacement therapy, only tolvaptan has recently been approved for slowing disease progression [3]. *PKD1* and *PKD2* are two causal genes for ADPKD and account for approximately 85% and 15% of cases, respectively [4,5]. The proteins encoded by these genes, polycystin-1 (PC1) and polycystin-2 (PC2), are large transmembrane proteins residing in primary cilia, the plasma membrane, cell junctions, and the endoplasmic reticulum, where they participate in numerous signaling pathways and mediate cell proliferation, Ca^2+^ homeostasis, apoptosis, extracellular matrix deposition, planar cell polarity, and fluid secretion across the epithelium [1,6].

Several genetic hypotheses, e.g., the two-hit [7,8], third hit/renal injury [9,10,11], and dosage effect (reduced or increased *PKD1/2* expression) [12,13], have been proposed to explain the etiology of ADPKD. Of these hypotheses, the two-hit model is widely accepted to explain the focal nature of cystogenesis in the disease, in which somatic inactivation of the remaining normal allele of *PKD1* or *PKD2* gene with the inherited germline mutant allele drives cysts formation. However, exceptional cases were observed, in which persistent expression of polycystins could be noted in cyst lining epithelia of some ADPKD patients, making dosage effect of polycystin above/under certain threshold a plausible explanation of ADPKD [14,15]. In tests of these hypotheses, both *PKD1* and *PKD2* transgenic rodent models exhibited renal cysts and other organ abnormalities [16,17]. Thus, overexpression of either wild-type (WT) or mutant *PKD* genes could drive cystogenesis due to the overexpression dosage effect. However, to date, only murine models have been established, and other animal models are required to recapitulate the phenotype and validate the overexpression model to exclude the species-specific propensity of renal cystogenesis. As pigs, which are similar to human beings in physiology, anatomy, and metabolism, are ideal large animal models for human diseases, we attempted to construct a *PKD2* overexpression porcine model [18]. Unfortunately, no renal cysts were found in these pigs, which exhibited the same phenomena observed in some murine models [19,20]. One possible explanation is that due to low copy numbers or epigenetic silencing, the exogenous transgene is expressed at a level insufficient to drive pathological changes [19,20]. Therefore, to achieve high transgene expression without disruption of endogenous genes, site-specific integration of exogenous gene into safe harbor, would be preferable in future pig studies [21].

In the current study, to explore the feasibility of constructing *PKD2* overexpression porcine models and identifying potential disrupted genes/pathways, LLC-PK1 cells were transfected with four *PKD2* constructs of different genotypes. Via mRNA sequencing (RNA-seq) and enrichment analysis, three commonly upregulated genes (*MYC*, *ADM*, and *IER3*), along with enrichment of MAPK pathways and several biological processes involved in proliferation, apoptosis, and cell cycle regulation, were identified in our cellular overexpression models, indicating that these cellular models likely recapitulate ADPKD. The results not only provide functional information, e.g., biomarkers and disrupted pathways, regarding the progression of ADPKD but also facilitate the future characterization of porcine models of ADPKD.

## 2. Materials and Methods

### 2.1. Plasmids

The plasmid pCAG-hPKD2-3×FLAG containing the WT human *PKD2* gene sequence was customized and purchased from Cyagen (Suzhou, China). Then, a primer pair (PKD2-up and PKD2-down) was used to amplify the entire PKD2-3×FLAG sequence using Phusion high-fidelity polymerase (Thermo Fisher, Shanghai, China). The amplified fragment was gel purified (Thermo Fisher, Shanghai, China) and ligated into the NotI-digested pCAG-floxP-neo-pH11 plasmid using the In-fusion method (Takara, Dalian, China) to construct the pCAG-WThPKD2-3×FLAG-floxP-neo-pH11 (WT) plasmid. Finally, the mutant *PKD2* plasmids pCAG-muhPKD2 c.A1532T/p.D511V-3×FLAG-floxP-neo-pH11 (Tg1), pCAG-muhPKD2 c.T1967G/p.L656W-3×FLAG-floxP-neo-pH11 (Tg2), and pCAG-muhPKD2 c.C2224T/p.R742X-3×FLAG-floxP-neo-pH11 (Tg3) were constructed using a site-specific mutation kit (Beyotime, Shanghai, China). A diagram of the *PKD2* overexpression plasmid is shown in Supplementary Materials Figure S1.

### 2.2. Cell Culture and Transfection

LLC-PK1 cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and cultured in 6-well plates in M199 medium (HyClone, GE, Beijing, China) containing 3% fetal bovine serum (HyClone, GE, Beijing, China). When the cells reached 80% confluency, three micrograms of each *PKD2*-containing plasmid and empty plasmid (pCAG-floxP-neo-pH11, NC) were transfected in quadruplicate using Lipofectamine 3000 (Thermo Fisher, Shanghai, China) according to the guidelines. Forty-eight hours later, one of the quadruplicate samples was used for protein extraction, while the other three replicates were used for RNA isolation.

### 2.3. Western Blot Analysis

Protein extraction was performed using Western and IP Cell Lysis Buffer (Beyotime, Shanghai, China). Approximately 30 µg of protein extract was loaded for SDS-PAGE. Anti-FLAG (M2, Sigma-Aldrich, Shanghai, China) was used for immunoblotting at a dilution of 1:1000. Ponceau staining was used as loading control according to the manufacturer’s guideline (Beyotime, Shanghai, China). For detecting the expression of Polycystin-2 and MYC levels in transgenic pigs, kidney proteins from five years old transgenic pigs were prepared using the Western and IP Cell Lysis Buffer (Beyotime, Shanghai, China) according to previously published protocols [18,22]. Anti-PC2 (E20, Santa Cruz Biotechnology, Dallas, TX, USA) and anti-cMyc (9E10, Santa Cruz Biotechnology, Dallas, TX, USA) were employed with dilutions of 1:1000.

### 2.4. RNA-Seq

Forty-eight hours after transfection, cells were harvested, and total RNA was extracted using a MiniBEST Universal RNA extraction kit (Takara, Dalian, China). Then, RNA was subjected to library construction and sequencing on the Illumina HiSeq X Ten platform (San Diego, CA, USA), and quality control was performed according to the Novogene (Beijing, China) pipeline. Salmon software (version 0.14.1) [23], which can efficiently quantify the transcript abundance without aligning reads to a reference genome, was used to quantify transcript-level abundances with a target pig transcriptome as the reference genome (ftp://ftp.ensembl.org/pub/release-98/fasta/sus_scrofa/cdna/). Identification of the differentially expressed gene (DEG) set (adjusted *p*-value ≤ 0.05 and |log_2_Fold Change| ≥ 0.26) was then performed with the DESeq2 (version 1.26.0) package [24]. In addition, a threshold counts per million (CPM) value was set to exclude hits with low expression levels (CPM < 2) [25,26]. The expression data were submitted to the Gene Expression Omnibus with the following accession number: GSE141355.

### 2.5. Enrichment Analysis

DEGs were submitted to the Database for Annotation, Visualization and Integrated Discovery (DAVID) tool (https://david.ncifcrf.gov) to identify significantly enriched gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [27]. GO terms or KEGG pathways with a *p*-value of ≤ 0.05 were identified as functionally enriched.

### 2.6. Quantitative Real-Time PCR (qRT-PCR)

qRT-PCR was performed using SYBR Green (Takara, Dalian, China) according to a previously established protocol [18]. The primers used are listed in Supplementary Materials Table S1. In brief, one microgram of RNA was reverse transcribed to cDNA (complementary DNA) using an M-MLV kit (Promega, Madison, WI, USA). Then, reactions were performed in a 15 µL volume containing 7.5 µL of SYBR Green, 0.2 µM each primer, and 1 µL of cDNA. The 2^−ΔΔCt^ method was employed to analyze qRT-PCR data [28].

### 2.7. Statistics

One-way ANOVA with Dunnett’s post hoc test was employed to compare the expression levels of human *PKD2*, pig *PKD2*, *MYC*, *ADM*, *IER3*, and *PKD1*. Data are presented as the means ± standard errors of the mean (SEMs). A *p*-value of less than 0.05 was considered to indicate significance.

### 2.8. Ethical Statement

All the procedures were conducted according to the guidelines developed by the China Council on Animal Care and Protocol, and approved by the Animal Welfare Committee of Zhejiang University (no. 11834 issued on 26 February 2018). The experiments conducted on the transgenic pigs were also approved by the China Agricultural University (no. AW31059102-3 issued on 31 March 2019, and no. SKLAB-2012-04-03 issued on 3 April 2012), where these transgenic pigs were.

## 3. Results and Discussion

Currently, no clinically approved drug can halt or reverse ADPKD. Tolvaptan, which is the only available chemical to slow disease progression, targets and inhibits arginine vasopressin V2 receptor mediated cyclic adenosine monophosphate (cAMP) signaling pathways in collecting duct epithelial cells [3]. Since cysts arise from all nephron segments and collecting ducts, cell lines of proximal tubular origin could provide additional useful information regarding ADPKD [29]. In our study, LLC-PK1 cells were used to express four different genotypes of the *PKD2* gene. This cell line was selected because it was isolated from the renal proximal tubule epithelium of a male Hampshire pig and is thus an ideal model for both kidney research and pig biomedical studies [30].

WT *PKD2* was used to establish the pure overexpression model of ADPKD, and the *Tg1*, *Tg2*, and *Tg3* mutations were selected based on the information in the ADPKD mutation database (http://pkdb.mayo.edu) [31]. *Tg1* and *Tg3* are listed as definitely pathogenic; *Tg1* is considered a dominant-negative mutant disrupting intracellular calcium release [32], while *Tg3* lacks the C-terminal tail and cannot interact with PC1 [33]. *Tg2* was identified in a patient with early-onset ADPKD who harbored a homozygous *PKD2-L656W* mutation due to uniparental disomy [34]. The results of the structural study suggested that the *Tg2* mutant is likely pathogenic owing to the disruption of the channel pore structure [35]. The backbone of the transgenic vectors comprises LoxP flanked Neomycin resistant cassette, CAG promoter, and a pH11 (pig Hipp11) sequence (Supplementary Materials Figure S1). The pH11 locus is validated as a promising safe-harbor for overexpressing exogenous genes in pigs [21]. Thus, these plasmids have dual purposes: when using transient expression method, the CAG promoter can drive high expression of transgene; when co-transfection with CRISPR/Cas9 targeting pH11 locus of pig embryonic fibroblasts, the stable transgenic cells could be selected and transgenic pigs can be generated then using marker-free strategy. Both purposes could in principle, maintain relatively high and consistent expression of the transgene.

After transfection of LLC-PK1 cells with the five plasmids, Western blotting was performed to confirm the expression of these proteins except Tg3, which lacks the C-terminal region and the FLAG epitope (Figure 1a). qRT-PCR was then carried out to validate the expression of human *PKD2*. As shown in Figure 1, human *PKD2* had a very high expression level compared to NC, while the endogenous pig *PKD* genes were not affected. As we assumed that overexpression of these *PKD2* constructs affects several signaling pathways and biological processes, some commonly regulated genes and pathways might be identified as potential contributors to ADPKD. Thus, RNA-seq was carried out, and DEGs were identified by separately comparing the reads from the WT, Tg1, Tg2, and Tg3 models with those from the NC model (Figure 2). 

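The RNA-seq data comprised 15 libraries of LLC-PK1 cells, a pig renal proximal tubule epithelial line, with 3 replicates for each of the 5 plasmids. These were the empty plasmid (NC) and the plasmids for WT, Tg1, Tg2 and Tg3 human PKD2, each transfected at 3 µg. Of the wells of each plasmid, 3 were used for RNA isolation 48 h later, and the remaining well was used for protein. The authors quantified the reads with Salmon against the Ensembl pig transcriptome and deposited whole-number counts per Ensembl gene, without normalization between libraries. The total count per library ranged from 22107982 to 26132196 in NC (median 25064097), from 20999779 to 22106028 in WT (median 21895167), from 22700986 to 25736040 in Tg1 (median 24431874), from 22184915 to 23485932 in Tg2 (median 22398918) and from 20216200 to 23810062 in Tg3 (median 22183082). Of the 16660 genes with counts, the 11553 genes with a mean CPM of 2 or more were tested, and they held 99.8% of all counts. The counts were normalized by edgeR's TMM method and fitted with edgeR's quasi-likelihood test with all 15 libraries in the same model, whereas the paper used DESeq2. As in the paper, a gene was called a DEG at an adjusted p-value of 0.05 or less, here with Benjamini-Hochberg adjustment, and an absolute log2 fold change of 0.26 or more. Replicates of the same plasmid differed by more than counting noise, with a chi-square per degree of freedom from 2.78 for Tg3 replicates 1 and 3 to 42.1 for WT replicates 2 and 3, where counting noise alone gives about 1. Replicate numbers were shared between plasmids, so the counts of DEGs are also given with the replicate number as a block. The mean correlation of deviations from the group means was 0.14 between same-numbered libraries of different plasmids (range -0.36 to 0.55). It was -0.071 between the others. Deviations cancel out within a group, so the value for the others is tied to the first with opposite sign. How large 0.14 would be by chance was not tested. With 3 libraries against 3, the smallest two-sided p-value of an exact permutation test is 0.1. Gene symbols were taken from Tables S2–S5, which pair 1439 identifiers of the count table with a symbol. Pig PKD1, pig PKD2 and human PKD2 transcripts were not analysed here.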

Ten upregulated DEGs were found in the WT model (Supplementary Materials Table S2). 

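In the comparison of WT with NC, edgeR's quasi-likelihood test called 0 DEGs among the 11553 genes. The smallest adjusted p-value was 0.524, and 524 genes had an unadjusted p-value under 0.05, where 578 would be expected by chance. The 10 genes of Table S2 all had higher normalized counts in WT, and each had an unadjusted p-value under 0.05. PLAU (ENSSSCG00000010312) rose from 54.3 ± 3.91 CPM (SD, n = 3) in NC to 73.2 ± 11.9 CPM (SD, n = 3) in WT, a log2 fold change of 0.43 (standard error 0.10, adjusted p = 0.524 from edgeR). BHLHE40 (ENSSSCG00000036136) had a log2 fold change of 0.39 (standard error 0.09) with the same adjusted p-value from edgeR. AMOTL2 (ENSSSCG00000011643) and KLF6 (ENSSSCG00000035212) had log2 fold changes of 0.31 and 0.38, and both had an adjusted p-value of 0.608 from edgeR. In each of these 4 genes, all 3 WT libraries lay above all 3 NC libraries (exact permutation test, two-sided, p = 0.1 for each). The WT libraries were less uniform than those of NC, and the PLAU level of WT replicate 2 was 59.5 CPM against 79.5 CPM in replicate 1 and 80.6 CPM in replicate 3. With the replicate number as a block, 0 genes were called and 596 had an unadjusted p-value under 0.05. The correlation of deviations between same-numbered WT and NC libraries was 0.39 on average. Among the alternatives set before the data were examined, leaving out WT replicate 2 moved the count most, to 25 DEGs, of which 6 are in Table S2. DESeq2 in place of edgeR called 10 DEGs, of which 4 are in Table S2.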

A total of 290 DEGs were found in the Tg1 model; 196 were downregulated, and 94 were upregulated (Supplementary Materials Table S3). 

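In Tg1, 138 DEGs were called against NC, 117 with lower and 21 with higher expression than NC, and 2304 genes had an unadjusted p-value under 0.05. All 290 genes of Table S3 were tested and changed in the direction listed there, and 117 of them were among the DEGs called here. Among DEGs called here with a symbol and no overlap between Tg1 and NC libraries, the smallest adjusted p-values belonged to DMXL1, PRKAR2A and LRP6 in the downward direction and to WFDC2, ARHGAP22 and RASGEF1C in the upward direction. DMXL1 (ENSSSCG00000027857) was at 91.0 ± 4.96 CPM (SD, n = 3) in Tg1 and 118 ± 3.75 CPM (SD, n = 3) in NC, a log2 fold change of -0.38 (standard error 0.04, adjusted p = 0.00454 from edgeR's quasi-likelihood test). PRKAR2A (ENSSSCG00000011363) had a log2 fold change of -0.36 (standard error 0.04, adjusted p = 0.00454 from edgeR). LRP6 (ENSSSCG00000000625) had a log2 fold change of -0.39 (standard error 0.05, adjusted p = 0.00518 from edgeR). WFDC2 (ENSSSCG00000033003) was at 1036 ± 25.0 CPM (SD, n = 3) in Tg1 and 858 ± 12.4 CPM (SD, n = 3) in NC, a log2 fold change of 0.27 (standard error 0.04, adjusted p = 0.00682 from edgeR). ARHGAP22 (ENSSSCG00000010381) and RASGEF1C (ENSSSCG00000014011) had log2 fold changes of 0.30 and 0.30, with adjusted p-values of 0.00897 and 0.0127 from edgeR. With each library of Tg1 or NC left out in turn, DMXL1, PRKAR2A, LRP6 and WFDC2 remained called in all 6 fits, whereas ARHGAP22 was not called in 1 and RASGEF1C in 3 of them. The number of DEGs was 246 with the replicate number as a block, where same-numbered Tg1 and NC libraries had a mean correlation of deviations of 0.022. It ranged from 16 to 83 when single libraries were left out.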

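In Tg2, 974 DEGs were called against NC by edgeR, of which 546 had higher and 428 lower expression, and 4069 genes had an unadjusted p-value under 0.05. Of the 1503 genes in the paper's supplementary table for Tg2, 1497 passed the CPM filter, all 1497 changed in the listed direction, and 873 were among the DEGs called here. Among DEGs called here with a symbol and no overlap between libraries, ordered by adjusted p-value and, where tied, by unadjusted p-value, the first 3 were ADM, MYC and PLOD1 upward and RNF144A, TSPAN9 and PPP1R1A downward. IER3 had the same adjusted p-value as the 3 named upward. PLOD1 (ENSSSCG00000003433) was at 138 ± 4.76 CPM (SD, n = 3) in Tg2 and 109.6 ± 1.90 CPM (SD, n = 3) in NC, a log2 fold change of 0.34 (standard error 0.05, adjusted p = 0.00865 from edgeR's quasi-likelihood test). RNF144A (ENSSSCG00000008646) was at 39.5 ± 3.10 CPM (SD, n = 3) in Tg2 and 51.5 ± 2.78 CPM (SD, n = 3) in NC, a log2 fold change of -0.38 (standard error 0.06, adjusted p = 0.0107 from edgeR). TSPAN9 (ENSSSCG00000000735) and PPP1R1A (ENSSSCG00000000298) had log2 fold changes of -0.33 and -0.30, with adjusted p-values of 0.0107 and 0.0117 from edgeR. The number of DEGs was 1624 with the replicate number as a block, with a mean correlation of deviations of 0.21 between same-numbered Tg2 and NC libraries. When single libraries were left out, it ranged from 0 without Tg2 replicate 2 or NC replicate 3, with 3015 and 2751 genes at an unadjusted p-value under 0.05, to 1878 without Tg2 replicate 3. PLOD1 was not called in 2 of these 6 fits, and RNF144A, TSPAN9 and PPP1R1A were not called in 3. A fit with 1 surrogate variable, a covariate estimated from the expression data, was added after the data were seen. It called 148 DEGs, including 82 of the 974. In it, PLOD1, TSPAN9 and PPP1R1A had log2 fold changes of 0.25, -0.22 and -0.21, under the threshold, while RNF144A was still called. The variable could also take up part of a difference between plasmids.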

In the Tg2 model, 1504 DEGs were observed, comprising 520 downregulated and 975 upregulated genes (Supplementary Materials Table S4). 

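In Tg3, 0 genes met both thresholds against NC. The smallest adjusted p-value from edgeR's quasi-likelihood test was 0.113, and 2089 genes had an unadjusted p-value under 0.05, where 578 would be expected by chance. All 217 genes in the paper's supplementary table for Tg3 changed in the listed direction, 210 of them had an unadjusted p-value under 0.05, and 0 were called. When the adjustment was made over those 217 genes alone, 200 passed both thresholds, but that list was itself chosen from these libraries. Across the 11553 genes, the log2 fold changes of Tg3 correlated with those of Tg2 at r = 0.823, a correlation across genes, which are not independent replicates, of comparisons that share the NC libraries. With the replicate number as a block, 11 genes were called, 5 higher and 6 lower, and the mean correlation of deviations between same-numbered Tg3 and NC libraries was 0.29. DESeq2 in place of edgeR called 45 DEGs, of which 35 are among those 217, and 0 were called in each of the 6 fits that left out a library of Tg3 or NC.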

The Tg3 model exhibited 217 DEGs; 89 downregulated genes and 128 upregulated genes (Supplementary Materials Table S5). 

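MYC (ENSSSCG00000005965) was at 226 ± 8.66 CPM (SD, n = 3) in NC, 279 ± 19.9 CPM (SD, n = 3) in WT, 286 ± 27.3 CPM (SD, n = 3) in Tg1, 323 ± 15.7 CPM (SD, n = 3) in Tg2 and 283 ± 9.53 CPM (SD, n = 3) in Tg3. Its log2 fold changes against NC were 0.30, 0.34, 0.52 and 0.32, each with a standard error of 0.07, and the adjusted p-values from edgeR's quasi-likelihood test were 0.524, 0.0246, 0.00865 and 0.143. ADM (ENSSSCG00000013408) was at 68.0 ± 4.90 CPM (SD, n = 3) in NC, with log2 fold changes of 0.35 in WT, 0.53 in Tg1, 0.72 in Tg2 and 0.37 in Tg3. The standard error of each was 0.09, and the adjusted p-values from edgeR were 0.608, 0.0179, 0.00865 and 0.144. IER3 (ENSSSCG00000027607) was at 187 ± 8.20 CPM (SD, n = 3) in NC, with log2 fold changes of 0.49 in WT, 0.44 in Tg1, 0.64 in Tg2 and 0.40 in Tg3. The standard error of each was 0.09, and the adjusted p-values from edgeR were 0.524, 0.027, 0.00865 and 0.144. For each of the 3 genes, every library of every genotype lay above all 3 NC libraries (exact permutation test, two-sided, p = 0.1 in each comparison), and all 12 gene-by-genotype comparisons had an unadjusted p-value under 0.05. Of the 12, the 6 in Tg1 and Tg2 were called and the 6 in WT and Tg3 were not. The comparisons are not independent, because all 4 genotypes were compared with the same NC libraries. When single libraries were left out, the number called ranged from 0 without NC replicate 3 to 7 without WT replicate 2. No gene was called in all 4 genotypes, while 75 genes had an unadjusted p-value under 0.05 in the same direction in all 4. With the replicate number as a block, 6 of the 12 comparisons were called and 0 genes were called in all 4 genotypes. DESeq2 in place of edgeR called 11 of the 12, the exception being ADM in WT with an adjusted p-value of 0.135, so that MYC and IER3 were called in all 4 genotypes. When the 4 genotypes were contrasted together with NC, the log2 fold changes were 0.37 for MYC, 0.49 for ADM and 0.49 for IER3, with an adjusted p-value of 0.0339 from edgeR for each. In 10 of the 15 fits that left out a library, this contrast called 0 genes, with 1259 to 2527 genes at an unadjusted p-value under 0.05. The mutants differed less from WT, with log2 fold changes against WT of 0.04, 0.21 and 0.02 for MYC in Tg1, Tg2 and Tg3, and of these genes only ADM in Tg2 was called against WT, with a log2 fold change of 0.37 and an adjusted p-value of 0.0363 from edgeR. The paper compares each genotype with NC separately, overlaps the 4 lists of DEGs and takes the genes on every list as common to PKD2 overexpression (Figure 3a). The paper also measured MYC, ADM and IER3 by qRT-PCR (Figure 4), which was not analysed here.

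**Figure D1:**
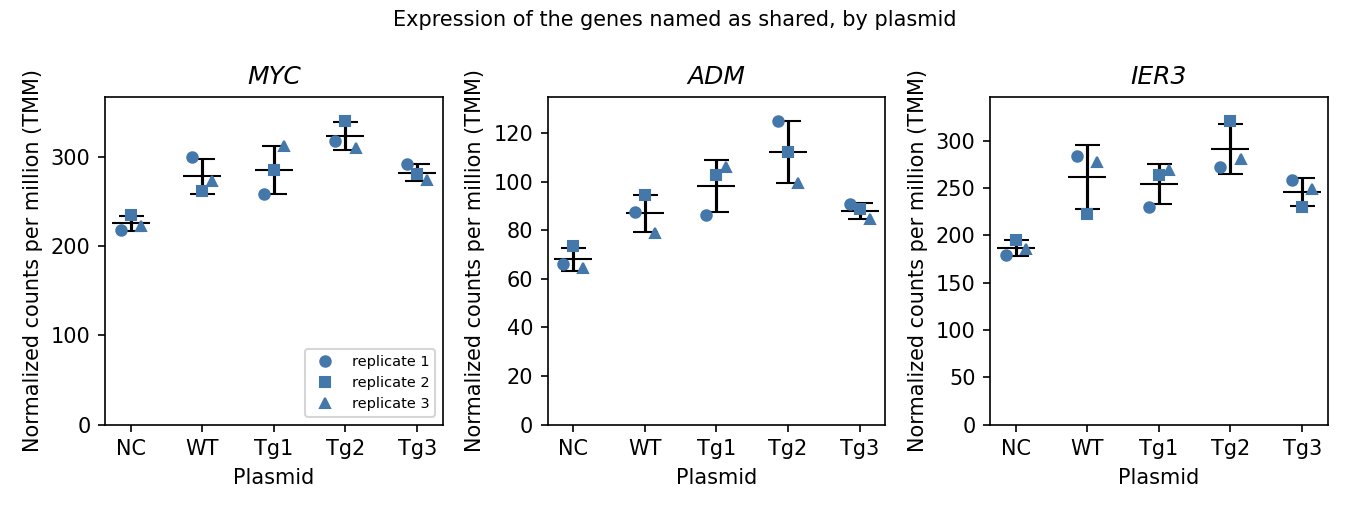
Normalized expression of MYC, ADM and IER3 in LLC-PK1 cells, in TMM-normalized CPM on the vertical axis, for each plasmid on the horizontal axis. Each symbol is a library, its shape gives the replicate number, the wide central bar is the mean and the whiskers are the SD (n = 3). All 12 libraries of the PKD2 genotypes lie above the 3 NC libraries for each gene, and the replicates of WT, Tg1 and Tg2 are spread more widely than those of NC.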

Among these DEGs, *MYC*, *ADM*, and *IER3* upregulations were found to be common to all four genotypes (Figure 3a), and this finding was further validated using qRT-PCR (Figure 4). The proto-oncogene *MYC* has been well studied as a critical factor in the progression of cystogenesis, and increased *MYC* expression levels have been found in both human patient specimens and murine models of ADPKD [36,37]. In addition, in several transgenic murine models with overexpression of either WT or mutant *PKD* genes, *cMyc* exhibited significant overexpression [38,39,40,41]. Recently, a causal relation between *MYC* and ADPKD has been proposed: in the context of either *PKD1* overexpression or downregulation, *MYC* knockout could ameliorate cystogenesis, suggesting that *MYC* is an essential factor for cystogenesis [42]. In our previous study, *PKD2* transgenic pigs were established based on the overexpression dosage effect hypothesis. The initial tests showed robust expression of exogenous gene in young transgenic pigs, for which we mistakenly believed that renal cysts would form after several years [18]. However, no renal cysts or other morphological manifestations were found later in the pigs. At the molecular level, equal amount of PC2 or MYC levels were noticed in the aging pigs despite the genotypes (Supplementary Materials Figure S2), indicating possible transgene silencing. The construction of the transgenic pigs took advantage of random integration and the CMV promoter, which were reported to be susceptible to epigenetic silencing [43,44,45,46,47,48]. Thus, the findings from our cellular models and transgenic pig model indicate the importance of consistent expression of *MYC* in the context of *PKD2* overexpression, which might lead to cystogenesis in vivo. To our knowledge, no study has focused on the correlation between ADPKD and the *ADM/IER3* genes. However, *MYC/ADM/IER*3 frequently appear in the lists of upregulated DEGs identified via transcriptomic analyses in various ADPKD-related studies [25,26,49,50,51,52,53]. In addition, adrenomedullin, encoded by *ADM*, is a potent hypotensive peptide and has been associated with hypertension and chronic kidney disease (CKD) [54,55]. One study showed that *IER3* was upregulated in a model of CKD [56]. Since ADPKD can be considered a CKD and hypertension is a hallmark of ADPKD, *ADM* and *IER3* upregulation might be useful as indicators of disease progression.

Next, the DEGs identified in these cells were subjected to GO and KEGG enrichment analyses using the DAVID tool (Supplementary Materials Tables S6–S13). 

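The genes listed in Tables S6–S8 for the GO terms on proliferation, apoptosis, stress, extracellular stimulus, wounding, migration and cell cycle regulation were looked up in the edgeR comparisons with NC, and of the longest lists only part was used here; the Tg3 gene lists were not used here, and the enrichment itself was not recomputed. For the WT terms, the lists hold from 3 genes (wounding, migration) to 7 genes (response to stress), all higher in WT and none called. For Tg1, 48 of the listed apoptosis genes were tested, 31 higher and 17 lower, and 17 were called, 9 up and 8 down. Among the Tg1 genes for regulation of cell proliferation, 43 were tested, 24 higher and 19 lower, and 15 were called, 5 up and 10 down. Among the Tg1 cell cycle genes, 28 were tested, 10 higher and 18 lower, and 14 were called, 3 up and 11 down. PHIP (ENSSSCG00000004473) had a log2 fold change of -0.41 in Tg1 (standard error 0.06, adjusted p = 0.00915 from edgeR's quasi-likelihood test), and PLK4 (ENSSSCG00000009077) one of -0.35 (standard error 0.05, adjusted p = 0.00682 from edgeR). ROCK2 (ENSSSCG00000008629), on the Tg1 list for migration, had a log2 fold change of -0.41 (standard error 0.07, adjusted p = 0.0101 from edgeR). For Tg2, 58 of the 84 migration genes the paper counts were used, of which 50 were tested (40 higher, 10 lower) and 29 called, 24 up and 5 down. Of the paper's 108 cell cycle genes, 59 were used, 55 tested (41 higher, 14 lower) and 32 called, 20 up and 12 down. JUNB (ENSSSCG00000013735) rose from 122 ± 8.69 CPM (SD, n = 3) in NC to 174 ± 7.58 CPM (SD, n = 3) in Tg2, a log2 fold change of 0.52 (standard error 0.08, adjusted p = 0.00877 from edgeR). EDN1 (ENSSSCG00000035598) rose from 29.5 ± 5.23 CPM (SD, n = 3) to 60.3 ± 9.24 CPM (SD, n = 3), a log2 fold change of 1.03 (standard error 0.16, adjusted p = 0.00877 from edgeR). When single libraries were left out, PLK4 was called in all 6 fits, PHIP and JUNB were not called in 2, and ROCK2 and EDN1 were not called in 3. The lists were drawn from the paper's own DEGs in the same libraries.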

The overlapping GO Biological Process (GO_BP) terms shared by the four genotypes (Figure 3b) included cell proliferation, apoptosis, response to stress, response to the extracellular stimulus, response to wounding, cell migration, and cell cycle regulation, which are key features of ADPKD and were also be found in two transcriptomic meta-analyses of ADPKD tissues [50,57]. 

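Among the genes Table S7 lists in Tg1 for reactive oxygen species biosynthesis and for nitric oxide biosynthesis, the same 8 genes were tested, all higher in Tg1, and 2 were called. These were TSPO (ENSSSCG00000000033), with a log2 fold change of 0.37 (standard error 0.08, adjusted p = 0.027 from edgeR's quasi-likelihood test), and ZC3H12A (ENSSSCG00000037815), with 0.33 (standard error 0.07, adjusted p = 0.0294 from edgeR). With single libraries left out, TSPO was not called in any of the 6 fits and ZC3H12A was not called in 5. EDN1 and CLU, on both lists, were called with the replicate number as a block (adjusted p = 0.0409 and 0.0118 from edgeR). They were also called with DESeq2 in place of edgeR. When single libraries were left out, EDN1 was called in 1 of the 6 fits and CLU in 0. In the fit with 1 surrogate variable, added after the data were seen, EDN1 was called. CLU had a log2 fold change of 0.25 there, under the threshold. Of the 13 epithelial morphogenesis genes tested in Tg1, 8 were higher and 5 lower, and 5 were called, 2 up and 3 down, including MICAL2 (ENSSSCG00000013400), which had a log2 fold change of -0.45 (standard error 0.06, adjusted p = 0.00559 from edgeR). Of the 16 genes tested in Tg1 for regulation of the MAPK cascade, 9 were higher and 7 lower, and 6 were called, 2 up and 4 down. PKHD1 (ENSSSCG00000001746) fell in Tg1 from 174 ± 6.36 CPM (SD, n = 3) in NC to 134 ± 1.68 CPM (SD, n = 3), a log2 fold change of -0.38 (standard error 0.07, adjusted p = 0.0217 from edgeR). The lists used here hold the paper's own DEGs of the same libraries, so the direction and a small unadjusted p-value were largely built in. All 12 cytokine-mediated signaling genes tested in Tg1 were higher and 0 were called, each with an unadjusted p-value under 0.05. The 4 of them with the smallest adjusted p-values, CXCL2, TNFRSF21, EDN1 and SOCS3, were called with the replicate number as a block, with adjusted p-values from edgeR of 0.0329, 0.0217, 0.0409 and 0.0337, and also with DESeq2 in place of edgeR. When single libraries were left out, CXCL2 and EDN1 were each called in 1 of the 6 fits, and TNFRSF21 and SOCS3 in 0. With the surrogate variable, CXCL2 and EDN1 were called, whereas TNFRSF21 (0.19) and SOCS3 (0.22) had log2 fold changes under the threshold. In Tg2, the 15 nitric oxide biosynthesis genes tested were 12 higher and 3 lower, and 12 were called, 9 up and 3 down. Of the listed Tg2 genes for response to reactive oxygen species, 31 were tested (25 higher, 6 lower) and 20 called, 16 up and 4 down. FOSL1 (ENSSSCG00000012967), on the list for response to reactive oxygen species, had a log2 fold change of 0.71 (standard error 0.12, adjusted p = 0.0107 from edgeR). Of the fits without a single library, PKHD1 was not called in 5 of 6 and FOSL1 in 3 of 6, whereas MICAL2 was called in all 6. Of the 78 genes the paper counts in Tg2 for regulation of the MAPK cascade, 56 were used here, of which 51 were tested (39 higher, 12 lower) and 30 called, 21 up and 9 down. Of its 107 for cytokine-mediated signaling, 56 were used, 50 tested (49 higher, 1 lower) and 21 called, all up.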

In the analysis of overexpressed pathogenic *PKD2*, additional terms such as reactive oxygen species, morphogenesis of epithelium, nitric oxygen biosynthesis, MAPK regulation, and cytokine-mediated pathways were also enriched. The 10 DEGs overexpressed in the WT model were predicted to be involved in the MAPK, JNK, and p38MAPK pathways (Supplementary Materials Table S6 and Figure 3b). Thus, MAPK-related pathways were possibly perturbed in our cellular models. 

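Table S6 lists 4 of the WT genes under the stress-activated MAPK cascade, 3 under the JNK cascade and 2 under the p38MAPK cascade. All 4 were higher in WT than in NC and none was called by edgeR. They are among the paper's own upregulated genes of WT in the same libraries, so the direction was built in. GADD45G (ENSSSCG00000035249) was at 52.1 ± 12.3 CPM (SD, n = 3) in WT and 33.8 ± 4.23 CPM (SD, n = 3) in NC, a log2 fold change of 0.62 (standard error 0.18, adjusted p = 0.629 from edgeR's quasi-likelihood test). GADD45B (ENSSSCG00000022689) was at 46.9 ± 9.94 CPM (SD, n = 3) in WT and 33.2 ± 3.01 CPM (SD, n = 3) in NC, a log2 fold change of 0.50 (standard error 0.13, adjusted p = 0.608 from edgeR). For both, the WT and NC libraries overlapped, because the WT replicate 2 levels of 37.9 CPM for GADD45G and 35.5 CPM for GADD45B were within the NC range (exact permutation test, two-sided, p = 0.2 for each). TRIB1 (ENSSSCG00000038500) had a log2 fold change of 0.41 (standard error 0.11, adjusted p = 0.608 from edgeR), with no overlap between WT and NC libraries. GADD45B was called in WT without WT replicate 2. In the mutants, none of GADD45G, GADD45B and TRIB1 was called, with GADD45G log2 fold changes of 0.46 in Tg1, 0.26 in Tg2 and 0.10 in Tg3, although GADD45G was called in Tg1 in the fit of only the groups compared. In the fit with 1 surrogate variable, added after the data were seen, all 3 genes were called in WT and in Tg1, and GADD45G and TRIB1 also in Tg2. The GADD45B log2 fold change in Tg3 was 0.08 and changed sign without Tg3 replicate 1.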

MAPK has been extensively studied in cystogenesis; while activated, phosphorylated ERK can enter the nucleus and subsequently mediate the activation of genes involved in abnormal proliferation, ultimately resulting in cyst formation [58]. Other related pathways critical in ADPKD but not commonly shared among the four genotypes included cell adhesion, PI3K pathway, and epidermal growth factor in the Tg1 model; Wnt-associated planar cell polarity, cell adhesion, response to cAMP, Wnt-calcium modulating pathway, and canonical Wnt signaling in the Tg2 model; and response to cAMP in the Tg3 model. 

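Of the Tg1 genes that Table S7 lists under cell adhesion, 36 were tested, 17 higher and 19 lower than in NC, and 10 were called, 1 up and 9 down. LPP (ENSSSCG00000011811) had the widest change of the list, from 32.3 ± 3.00 CPM (SD, n = 3) in NC to 17.0 ± 3.85 CPM (SD, n = 3) in Tg1, a log2 fold change of -0.92 (standard error 0.14, adjusted p = 0.00897 from edgeR's quasi-likelihood test). Of the 6 phosphatidylinositol 3-kinase signaling genes tested in Tg1, 4 were higher and 2 lower, and 1 was called, CBL (ENSSSCG00000015115), with a log2 fold change of -0.42 (standard error 0.08, adjusted p = 0.0191 from edgeR). IGF1R (ENSSSCG00000030560), on the same list, had a log2 fold change of -0.29 (standard error 0.08, adjusted p = 0.0716 from edgeR). It was called with the replicate number as a block (adjusted p = 0.00987 from edgeR) and with DESeq2. EDN1, also on this list and higher in Tg1, was called with the block (adjusted p = 0.0409 from edgeR) and with DESeq2. Of the 7 genes for epidermal growth factor receptor signaling, 3 were higher and 4 lower in Tg1, and 3 were called, all lower. PIK3C2A (ENSSSCG00000025406) was at a log2 fold change of -0.33 (standard error 0.06, adjusted p = 0.0125 from edgeR). DOK1 (ENSSSCG00000008265), higher in Tg1, was not called (log2 fold change 0.38, adjusted p = 0.0679 from edgeR). DOK1 was called with the block (adjusted p = 0.0307 from edgeR) and with DESeq2. When single libraries were left out, IGF1R and DOK1 were called in 0 of the 6 fits and EDN1 in 1. In the fit with 1 surrogate variable, added after the data were seen, EDN1 and DOK1 were called. IGF1R had a log2 fold change of -0.22 there, short of the threshold. In Tg2, 20 of the genes that Table S8 lists for the planar cell polarity branch of Wnt signaling were tested, 15 higher and 5 lower, and 12 were called, 8 up and 4 down. PTK7 (ENSSSCG00000001660) had a log2 fold change of -0.31 in Tg2 (standard error 0.07, adjusted p = 0.021 from edgeR), and PSMB4 (ENSSSCG00000034984) one of 0.38 (standard error 0.09, adjusted p = 0.021 from edgeR). Without each library in turn, PTK7, PSMB4 and, in Tg1, CBL were each not called in 4 of the 6 fits, PIK3C2A in 2 and LPP in 1. With the surrogate variable, PTK7 and PSMB4 had log2 fold changes of -0.15 and 0.15 in Tg2, and neither was called. CBL, PIK3C2A and LPP were still called in Tg1. The lists used in this paragraph also hold the paper's own DEGs of the same libraries. The lists for cAMP, for the other Wnt terms, for cell adhesion in Tg2 and for Tg3 were not used here. Whether these changes differ between the genotypes was not tested term by term.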

KEGG pathways were also studied; however, no enriched term was common to the cellular models. A detailed analysis of each genotype showed that the NOD-like receptor signaling pathway and TNF signaling pathway were shared by the Tg1, Tg2, and Tg3 models. Previous reports suggested that in a diabetic nephropathy model, the NOD2-like receptor signaling pathway promotes renal injury, which is regarded as the third hit in ADPKD [59]. In addition, direct treatment of *PKD2^+/-^* kidneys with TNF-α led to aggravated cyst formation [60]. Thus, both of these pathways might be crucial for cystogenesis. Other pathways were also significantly enriched, e.g., the p53 pathway in the WT model; the JAK-STAT, p53, and NF-kappa B pathways in the Tg2 model; and the HIF-1 pathway in the Tg1 model. Therefore, in our enrichment study in cellular models, many previously characterized signaling pathways involved in ADPKD were identified as potential contributors to cystogenesis.

## 4. Conclusions

In the current study, by employing a cellular *PKD2* overexpression strategy, we identified several disrupted pathways/processes related to ADPKD. Additionally, *MYC*, *ADM*, and *IER3* were identified as potential disease contributors or indicators. This information not only provides the first identification of the shared genes and pathways affected based on the overexpression hypothesis in ADPKD but also lays a foundation for future characterization of porcine models of *PKD2* overexpression.

## Abbreviations:

ADPKDAutosomal dominant polycystic kidney diseasePKD1/PKD2Polycystic kidney disease gene 1/2PC1/2Polycystin-1/2DEGDifferentially expressed geneGOGene ontology; KEGGKyotoEncyclopedia of Genes and GenomesWTWild typeTgTransgenicRNA-seqmRNA sequencingMAPKMitogen-activated protein kinasecDNAComplementary deoxyribonucleic acidcAMPCyclic adenosin monophosphate

## Figures and Tables

**Figure 1:**
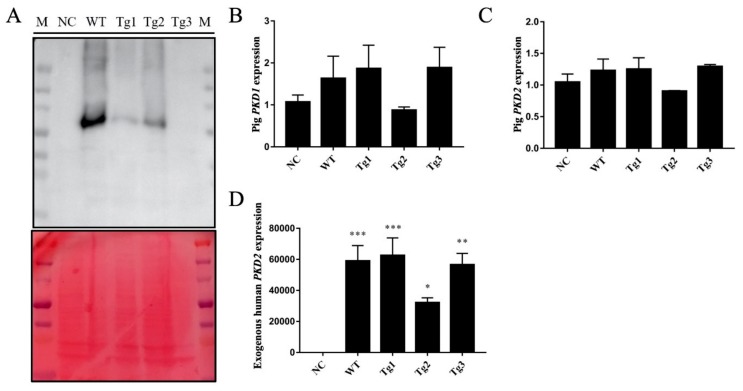
Validation of *PKD2* overexpression in LLC-PK1 cells. (**A**) Western blot analysis of protein extracts from LLC-PK1 cells transfected with different plasmids (NC: pCAG-floxP-neo-pH11, WT: pCAG-WThPKD2-3×FLAG-floxP-neo-pH11, Tg1: pCAG-muhPKD2 c.A1532T/p.D511V-3×FLAG-floxP-neo-pH11, Tg2: pCAG-muhPKD2 c.T1967G/p.L656W-3 × FLAG-floxP-neo-pH11, Tg3: pCAG-muhPKD2 c.C2224T/p.R742X-3×FLAG-floxP-neo-pH11), showing that human *PKD2* was expressed in WT-, Tg1-, and Tg2-transfected cells. Ponceau staining was used in the lower panel as loading control. (**B**–**D**) qRT-PCR results confirmed that endogenous pig *PKD1* (**B**) and *PKD2* (**c**) were not affected by the overexpression of the human *PKD2* gene (**D**). Data are presented as the means ± SEMs. (n = 3; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 2:**
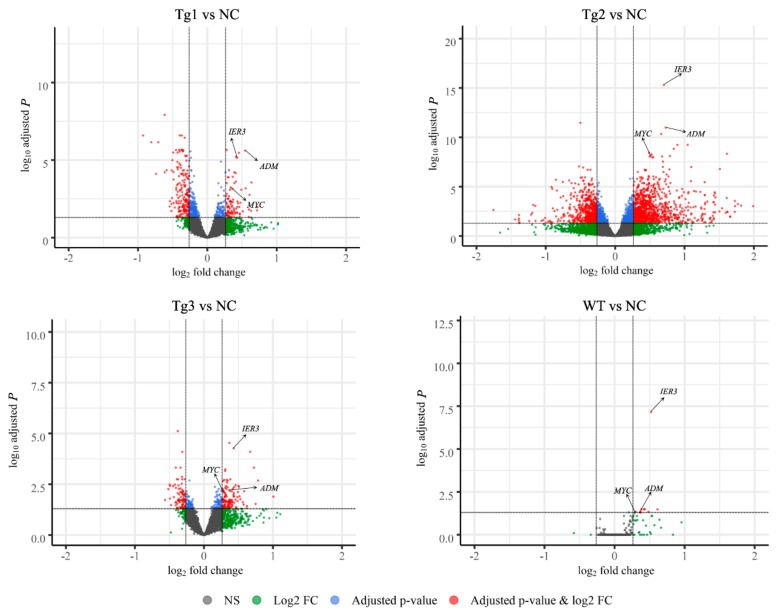
Volcano plots showing the adjusted P-values and the log2 fold change (FC) values of genes in the four genotype models (WT, Tg1-3) versus the control (NC) model. DEGs, indicated by the red dots, were identified as genes with an adjusted *p*-value of ≤ 0.05 and |log2 FC| > 0.26. *MYC*, *IER3*, and *ADM* are indicated by the arrows.

**Figure 3:**
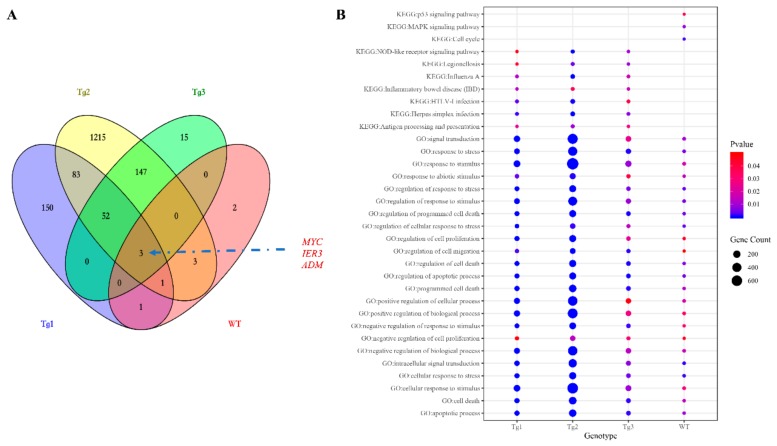
Identification of the shared affected differentially expressed genes (DEGs) and pathways. (**A**) The Venn diagram of DEGs shows that three genes (*MYC*, *IER3,* and *ADM*) were shared by all the genotypes. (**B**) Bubble plot of significant overlapping gene ontology (GO) (biological process) terms enriched in genes from the DEG sets of the four genotypes, significant overlapping KEGG pathways overrepresented in the Tg1-3 models, and KEGG pathways significantly enriched in the wild type (WT) model.

**Figure 4:**
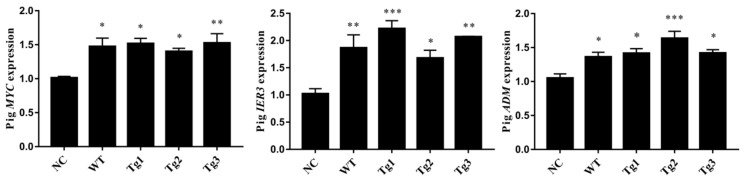
qRT-PCR validation of the shared upregulated DEGs. (n = 3; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/2/122/s1, Figure S1. Representative schematic of the *PKD2* overexpression vector. A. The *PKD2* overexpression vector can be readily used as a targeted integration transgenic vector when cotransfected with a CRISPR/Cas9 vector targeting the pig H11 locus. Three point mutations (c.A1532T/p.D511V, c.T1967G/p.L656W, and c.C2224T/p.R742X) for Tg1-3, respectively, are shown in solid blue lines above *hPKD2*. B. Representative alignment results of WT, Tg1, Tg2, and Tg3 *PKD2* sequences. Mismatched sites are highlighted in yellow. Figure S2. Western blot analysis of PC2 (left panel) and MYC (right panel) expression in aging transgenic pigs showing similar expression levels of the proteins. Tg-P, the cloned pig with positive integration of exogenous gene; Tg-N, the cloned pig with negative integration of pig *PKD2*. Red arrows indicate the location of corresponding bands of PC2 and MYC. Figure S3. MA plots comparing the four genotype models with the control model. The blue nodes represent DEGs, while the green nodes represent genes that had *p*-values of less than 0.05 but did not satisfy the FC cutoff criterion. The triangles represent values that exceed the axis ranges of the graph. The node size varies with the magnitude of the |FC| value, Table S1. Oligos used in the study, Tables S2–S5. DEGs between the four different genotype models and the control model, Tables S6–S9. GO terms significantly enriched in DEGs of the four different genotype models, Tables S10–S13. KEGG pathways significantly enriched in DEGs of the four different genotype models. Table S14. Expression profile (calculated by DESeq2 in TPM) of all genes across all different genotypes.

How the deposited data were processed for this re-analysis (not part of the article)

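LLC-PK1 cells, a pig renal proximal tubule epithelial line, were transfected with an empty plasmid (NC) or with a plasmid for WT, Tg1, Tg2 or Tg3 human PKD2, and RNA of 3 wells per plasmid was isolated 48 h later and sequenced, giving 15 libraries. Conditions and replicate numbers were taken from the sample labels and checked against the paper's methods. Which wells were transfected together is not stated in the paper's text, and the pairing used in the block below comes only from the replicate numbers in the labels.

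The authors quantified transcripts with Salmon against the Ensembl pig cDNA set and deposited counts per Ensembl gene as whole numbers, without normalization; the step from transcripts to genes is not described in the paper's text. The smallest total of a gene over the 15 libraries is 2. The totals ranged from 20216200 to 26132196 counts per library, and the table has 16660 genes. The chi-square per degree of freedom between replicates was between 2.78 and 42.1, so counting noise is a larger part of the variation in some pairs of replicates than in others. No pair of replicates differed as little as counting noise alone, and all 15 libraries were counted as separate samples.

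From the deposited counts, genes with a mean CPM of 2 or more over the 15 libraries were kept (11553 genes). Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood functions glmQLFit and glmQLFTest, all 15 libraries in one model of group means, and Benjamini-Hochberg adjustment. A DEG had an adjusted p-value of 0.05 or less and an absolute log2 fold change of 0.26 or more, the thresholds in the paper's methods. Each genotype was compared with NC, the mean of the 4 genotypes with NC, and each mutant with WT. The standard error of a log2 fold change was the estimate divided by the square root of its F statistic. Levels are given as TMM-normalized CPM, with the mean and SD over 3 libraries, and single genes were also compared by an exact permutation test, two-sided, whose smallest p-value with 3 against 3 is 0.1.

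The genes named are those the paper names in its text or in Table S2, for each genotype the 3 DEGs with a symbol and the smallest adjusted p-values in each direction whose libraries did not overlap with NC (ties ordered by unadjusted p-value), and up to 4 genes with the smallest adjusted p-values from the paper's list for each GO term it names. Of the 1671 identifiers in Tables S2–S5, all 1671 are in the count table and 1439 have a symbol there. Pig PKD1, pig PKD2 and the human transgene were not analysed here, and neither were the qRT-PCR, Western blot and transgenic pig experiments. GO and KEGG enrichment was not recomputed, gene lists of Tg3 and of the KEGG pathways were not used here, and of the longest gene lists of the GO terms only part was used here. Genes whose transcripts resemble those of another gene can share reads in transcript quantification, which applies to gene families such as the chemokines.

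The alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors, no filter or another filter on low counts, a fit of only the groups compared, no fold-change threshold, glmTreat against the threshold, the replicate number as a block, and leaving out each library. A fit with 1 surrogate variable from sva 3.50.0, and DESeq2 on all genes with the CPM filter applied to the calls, were added after the data were seen. The fits were tested on simulated counts for the same 11553 genes, made with the totals of the real libraries, in which 200 genes of Tg1 were changed. edgeR recovered 100% of the 100 genes changed by a log2 fold change of 1 and 92% of the 100 changed by 0.5. It made 9 false calls in Tg1 and 0 in WT. The simulated replicates had the common dispersion of the real data and no shared axis of variation. Smaller changes were not simulated, so the share recovered at their size is not known. The median absolute log2 fold change of the paper's DEGs was 0.402 in WT, 0.338 in Tg1, 0.403 in Tg2 and 0.334 in Tg3.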

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

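The tests of library size and of the genes with the most counts were chosen before their results were seen, and those of the replicate axis and of other splits of the samples after.

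When each mutant was compared directly with WT, the effect of the plasmid differed between genotypes in 684 genes for Tg2 (55.8% of them higher than in WT) and in 8 genes for Tg1, all 8 lower than in WT. For Tg3 against WT the count was 0, with 2215 genes at an unadjusted p-value under 0.05. With the replicate number as a block, the counts were 66 in Tg1, 1578 in Tg2 and 111 in Tg3 against WT. The mean correlation of deviations from the group means between same-numbered libraries was 0.15, 0.17 and 0.26 in these comparisons, against -0.082, -0.094 and -0.12 between the others. Deviations cancel out within a group, so the values for the others are tied to the first with opposite sign. The tests below were made on the fit without the block. These direct comparisons test the differences that the paper describes through separate comparisons with NC.

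For Tg2 against WT, library size does not account for the count, since 615 genes were called after all libraries were thinned to the smallest total of 20216200 counts. Without the 100 genes that hold 20.1% of the counts, 685 were called, but leaving out 100 of 11553 genes could hardly move the count, so an effect of the genes with the most counts is not excluded. The leading axis along which replicates of the same plasmid differ, taken only from the 9 libraries of NC, Tg1 and Tg3, correlated across genes with the log2 fold change of Tg2 against WT at an absolute r of 0.539, and how large this r would be by chance was not tested. Part of the difference may therefore lie along an axis on which wells of the same plasmid also vary. Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many DEGs. The others gave 0, with 323, 340 and 1174 genes at an unadjusted p-value under 0.05, and 4 splits cannot give a share under 0.05. Of all 10 splits, 2 gave as many, and the split with Tg2 replicates 1 and 2 and WT replicate 2 on the same side gave 1766 genes. That split keeps same-numbered libraries together, unlike the real one. In the fit of only the WT and Tg2 libraries, 0 genes were called, with 2708 at an unadjusted p-value under 0.05.

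For Tg1 against WT, 6 genes were called after thinning and 8 without the 100 genes with the most counts, which leaves the same explanation open. The leading axis of the 9 libraries of NC, Tg2 and Tg3 correlated across genes with the log2 fold change of Tg1 against WT at an absolute r of 0.53, again without a test of chance. Among the 4 splits that part all same-numbered pairs, 1, the real one, gave as many DEGs, and the others gave 0, with 455, 898 and 303 genes at an unadjusted p-value under 0.05. Of all 10 splits, 2 gave as many, and the split with Tg1 replicate 1 and WT replicates 1 and 3 on the same side gave 920 genes. With 1 surrogate variable in the model, added after the data were seen, 87 genes were called in Tg1 against WT, including 7 of the 8. In the same fit, 15 were called in Tg2 against WT, including 7 of the 684, and 31 in Tg3 against WT. The axis, as far as this variable follows it, therefore does not fully explain the genes called in that fit. They include the 7 genes of Tg1 and the 7 of Tg2 that were still called.

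GC content, transcript length, reads of the human transgene assigned to pig genes and a mislabelled library were not tested. Apart from the genes called with the surrogate variable (87 in Tg1, 15 in Tg2 and 31 in Tg3 against WT), a difference between WT and mutant PKD2 is a hypothesis. Without the block, it cannot be told apart from variation between wells along this axis. For the genes called with the surrogate variable, the difference is a hypothesis too, which the splits could not decide. With the block, other splits of the samples were not tested.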

How the results depend on the processing

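The main setting called 0 DEGs in WT, 138 in Tg1, 974 in Tg2 and 0 in Tg3 against NC, 7 in the 4 genotypes pooled against NC, 8 in Tg1, 684 in Tg2 and 0 in Tg3 against WT, 0 genes in all 4 genotypes, and 6 of the 12 comparisons of MYC, ADM and IER3. At an unadjusted p-value under 0.05 the counts of 0 correspond to 524 genes in WT and 2089 in Tg3 against NC, 2215 in Tg3 against WT, and 75 genes in all 4 genotypes. Unless a setting is said to be added, it was set before the data were examined. The cause of the changes below was not tested unless stated.

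Counts stayed within 1.5 times the main ones with DESeq2 size factors in edgeR and with a CPM of 2 or more in at least 3 samples, for all 10 counts. With no filter on low counts, Tg1 against WT fell to 2. DESeq2 in place of edgeR called 10 DEGs in WT, 243 in Tg1, 45 in Tg3, 109 in the pooled comparison, 76, 1184 and 108 in Tg1, Tg2 and Tg3 against WT, 2 genes in all 4 genotypes and 11 of the 12. In the fits of only the groups compared, the counts of Tg1 and Tg2 against WT were 0 and 0, with 1243 and 2708 genes at an unadjusted p-value under 0.05. Without the fold-change threshold, 264 genes were called in Tg1, 1643 in Tg2 and 1099 in Tg2 against WT. With glmTreat against a log2 fold change of 0.26, 0 genes were called in Tg1, Tg2, the pooled comparison, Tg1 against WT and Tg2 against WT, and 0 of the 12; the genes at an unadjusted p-value under 0.05 numbered 170, 841, 93, 106 and 782, and 9 of the 12.

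With the replicate number as a block, the counts rose to 246 in Tg1, 1624 in Tg2, 11 in Tg3, 148 in the pooled comparison, 66 in Tg1 against WT, 1578 in Tg2 against WT and 111 in Tg3 against WT, with 0 in WT, 0 in all 4 genotypes and 6 of the 12. At an unadjusted p-value under 0.05 there were 596 genes in WT and 98 in all 4 genotypes. The block kept 138 of the 138 DEGs of Tg1 and 973 of the 974 of Tg2. The mean correlation of deviations between same-numbered libraries was from 0.022 (Tg1 and NC) to 0.39 (WT and NC). Correction for transcript length and GC, alone or with the block, was not run, because no length or GC content could be matched to the gene identifiers.

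Across the fits that each left out one library, the counts ranged from 0 to 25 in WT, from 16 to 83 in Tg1, from 0 to 1878 in Tg2 and from 0 to 0 in Tg3 against NC (1070 to 2435 genes at an unadjusted p-value under 0.05), from 0 to 55 in the pooled comparison, from 0 to 852 in Tg1, from 0 to 2421 in Tg2 and from 0 to 1321 in Tg3 against WT, from 0 to 0 genes in all 4 genotypes (45 to 132 at an unadjusted p-value under 0.05), and from 0 to 7 of the 12. Genes at an unadjusted p-value under 0.05 numbered 357 to 939 in WT, 2751 to 4661 in Tg2, 1259 to 2972 in the pooled comparison, and 996 to 3469, 2254 to 4974 and 1127 to 3797 in Tg1, Tg2 and Tg3 against WT. The highest counts in WT against NC and in all 3 mutants against WT came from the fit without WT replicate 2. In all 15 fits, the 12 comparisons kept an unadjusted p-value under 0.05 in the upward direction.

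With 1 surrogate variable as a covariate, added after the data were seen, the counts were 46 in WT, 276 in Tg1, 148 in Tg2, 47 in Tg3, 56 in the pooled comparison, 87, 15 and 31 in Tg1, Tg2 and Tg3 against WT, 10 genes in all 4 genotypes and 11 of the 12. Of the 974 DEGs of Tg2, 82 were called under it. With DESeq2 on all genes and the CPM filter applied to the calls, also added, the counts were 10 in WT, 220 in Tg1, 47 in Tg3, 102 in the pooled comparison, 70, 1103 and 106 against WT, 2 in all 4 genotypes and 11 of the 12.

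Of 1728 values of single named genes under the alternatives, 1348 kept their direction and their call, 300 were no longer called, 79 became called and 1 reversed, the log2 fold change of GADD45B in Tg3, which was 0.08. Across the fits that left out a library, it ranged from -0.0076 without Tg3 replicate 1 to 0.1545 without Tg3 replicate 2, and with 1 surrogate variable it was 0.2330. Of the values no longer called, 208 came from leaving out a library and 66 from glmTreat.

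Other splits of the samples were compared with the real one. Among the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many DEGs in Tg1 against NC and in Tg2 against NC, and 1 gave as many genes at an unadjusted p-value under 0.05 in WT against NC, in Tg3 against NC and in Tg3 against WT; 3 against 3 cannot give a share under 0.05. Among all 10 splits, 5 gave as many genes at that level in WT against NC, up to 2453, and 2 in Tg3 against WT, up to 3058 where the real split gave 2215. In Tg1, Tg2 and Tg3 against NC, 1 of the 10 splits, the real one, gave as many. In 100 exchanges of NC libraries with same-numbered genotype libraries, the real one included and drawn from 125, 3 gave as many DEGs in the pooled comparison, up to 190, 9 gave as many genes at an unadjusted p-value under 0.05 in all 4 genotypes, and 1, the real one, gave as many calls of MYC, ADM and IER3, where the next largest was 2. Because the paper chose these 3 genes as DEGs under the real labels in the same libraries, fewer calls under other labels were built in, and this count cannot decide whether the grouping matters. Thinning all libraries to the smallest total, which evens out their depth, gave 615 DEGs in Tg2 against WT in place of 684 and 6 in Tg1 against WT in place of 8. Whether greater or much lower depth would change the counts was not tested.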

Differences from the paper's values

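In WT, the paper reports 10 DEGs and 0 were called here; of the alternatives set before the data were examined, DESeq2 in place of edgeR gave 10, of which 4 (BHLHE40, IER3, MYC and PLAU) are in Table S2, and the others did not close the gap. In the fit without WT replicate 2, 25 genes were called, of which 6 are in Table S2. DESeq2 on all genes, chosen after seeing the values, also gave 10, of which 4 are in Table S2. The fit with 1 surrogate variable, chosen after seeing the values, called 46 genes that include all 10 of Table S2.

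In Tg1, the paper reports 290 DEGs, 196 of them downregulated and 94 upregulated, and 138 were called here, 117 down and 21 up. With DESeq2 in place of edgeR the count was 243 (184 down), of which 197 are in Table S3. With no fold-change threshold it was 264 (209 down), of which only 126 are in Table S3. With the replicate number as a block it was 246 (189 down), of which 202 are in Table S3. All are within 1.5 times the paper's totals, but the count without the threshold is reached to a large part with other genes. None of the alternatives set before the data were examined closed the gap for the upregulated genes. Among the settings chosen after seeing the values, 1 surrogate variable gave 276 DEGs, 184 down and 92 up, of which 136 are in Table S3, and DESeq2 on all genes gave 220, 166 down.

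In Tg2, the paper reports 1504 DEGs, 975 of them upregulated, and 974 were called here, 546 of them up. The counts were within 1.5 times the paper's with DESeq2 in place of edgeR (1252, 724 up), with only the groups compared (1184, 761 up), with no fold-change threshold (1643, 904 up), with the replicate number as a block (1624, 962 up), without Tg2 replicate 3 (1878, 1028 up) and without NC replicate 2 (1321, 763 up), and not under the other alternatives set before the data were examined. In the same order, 1116, 1070, 898, 1373, 1283 and 1036 of these genes are in Table S4. The count without the fold-change threshold thus includes many genes that are not in that table. DESeq2 on all genes, chosen after seeing the values, gave 1185, 711 up. The paper's text and its Table S4 differ slightly, since the table lists 1503 genes, 974 up and 529 down, where the text gives 1504, 975 and 520.

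In Tg3, the paper reports 217 DEGs, 89 down and 128 up, and 0 were called here, with 2089 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap. DESeq2 in place of edgeR called 45, of which 35 are in Table S5, and the replicate block called 11, of which 10 are in Table S5. Among the settings chosen after seeing the values, DESeq2 on all genes called 47, of which 38 are in Table S5, and 1 surrogate variable called 47, of which 17 are in Table S5.

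The paper's Tables S2–S5 share 3 genes in all 4 genotypes, and 0 were called in all 4 here. DESeq2 in place of edgeR gave 2, MYC and IER3, and so did DESeq2 on all genes, chosen after seeing the values; the other alternatives set before the data were examined gave 0. With 1 surrogate variable, chosen after seeing the values, 10 genes were called in all 4 genotypes, including MYC and IER3 but not ADM. For MYC, ADM and IER3 the log2 fold changes in the 4 genotypes differed from the paper's by less than the larger standard error in the main setting.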

Other observations

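The tests of the interferon genes and of other splits were chosen after the pattern was seen, and the tests of library size, of the genes with the most counts and of the shared NC libraries before.

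The paper compares each genotype with NC separately. In a contrast of the mean of the 4 genotypes with NC, 7 genes were called, all higher. They are MYC, ADM and IER3 and, named after their values were seen, RASGEF1C, SLC25A25, JUNB and ZC3H12A, with log2 fold changes of 0.28, 0.29, 0.38 and 0.33 and adjusted p-values from edgeR of 0.0339, 0.0445, 0.0445 and 0.0445. Across the alternatives this count was between 0 and 148, the latter with the replicate block. It was 0 with glmTreat, where 93 genes had an unadjusted p-value under 0.05, and in 10 of the 15 fits that left out a library, where 1259 to 2527 genes did. It was 1 without NC replicate 2.

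The leading axis along which replicates of the same plasmid differed held 45.6% of the variance within groups, after the interferon genes below were set aside. Library size was not related to it within groups (r = 0.171, exact permutation p = 0.526, Spearman rho = 0.232, p = 0.441, r = 0.358 without the 2 farthest libraries; Benjamini-Hochberg adjusted p = 0.526 over 4 relations). A candidate explanation is that the strength of the type I interferon response differed between wells. Of the 28 genes that Table S8 lists for type I interferon signaling, 25 were tested, and their mean deviation correlated with the axis computed without them at r = 0.99 (exact permutation within groups, p = 0.000129, the smallest it can give, adjusted p = 0.000258) and rho = 1 (p = 0.000129), with r = 0.991 without the 2 farthest libraries. This r was at percentile 99.97 among 10000 random lists of matched expression, whose median absolute r was 0.714. The list was chosen after interferon genes were seen among those with the largest weights on the first principal component, so the percentile cannot decide for or against this explanation. It also comes from DEGs the paper reports for Tg2. The share of counts in the 10 genes with the most counts was also related to the axis (r = 0.94, exact permutation p = 0.0009, adjusted p = 0.0012, rho = 0.911, p = 0.0009, r = 0.922 without the 2 farthest libraries), and 2 of the 25 interferon genes are among the 10 and 8 among the 100 with the most counts. With those 100 genes set aside the interferon r was 0.99, but removing so few genes could hardly change the axis, so this excludes neither explanation. The surrogate variable, whose fit was added after the data were seen, followed the same axis (r = -0.999, p = 0.000129, adjusted p = 0.000258, rho = -0.996, p = 0.000129, r = -0.999 without the 2 farthest libraries). The variable was compared with the axis after group means were subtracted, and both came from the same libraries. A close match was therefore built in and these p-values decide nothing. The variable itself was not confined to differences within groups. With it in the model, the log2 fold change in Tg2 moved from 0.72 to 0.49 for ADM and from 0.64 to 0.71 for IER3. On the axis, replicate 2 was positive for every plasmid (0.109 in Tg1, 0.0961 in Tg2, 0.235 in Tg3, 0.542 in WT, 0.286 in NC). Replicates 1 and 3 were negative, except Tg2 replicate 1 (0.255) and Tg1 replicate 3 (0.151). A relation of the axis to the replicate number was not tested. The interferon response, the share of counts in a few genes and a difference shared by same-numbered wells all remain as explanations of the axis. The paper's text does not discuss interferon.

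The mean log2 CPM of these 25 genes was 8.49 ± 0.259 (SD, n = 3) in NC, 8.43 ± 0.520 in WT, 8.83 ± 0.224 in Tg1, 9.14 ± 0.240 in Tg2 and 8.91 ± 0.182 in Tg3, and WT replicate 2 was at 9.00, above the other WT libraries at 7.98 and 8.32. Because the genes were listed among the paper's DEGs of Tg2 in these libraries, a higher mean in Tg2 than in NC was built into the choice, and a difference between plasmids was not tested. With the surrogate variable in the model, the DEGs of Tg2 against NC went from 974 to 148 and those of WT from 0 (524 genes at an unadjusted p-value under 0.05) to 46, and the cause was not tested. The variable could also have taken up part of a difference between plasmids, so the fall in Tg2 cannot be read as removal of variation between wells alone. More wells per plasmid, with the interferon genes measured in each well, could tell a response to PKD2 from variation between wells.

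The log2 fold changes of all genes were similar in Tg2 and Tg3 against NC, with r = 0.823 across 11553 genes, which are not independent replicates. The similarity was not confined to this pair, since Tg1 gave r = 0.69 with Tg2 and 0.663 with Tg3. WT gave r = 0.387 with Tg1, 0.223 with Tg2 and 0.241 with Tg3. For Tg2 and Tg3, sharing the NC libraries does not account for all of the similarity. Tg2 against NC and Tg3 against WT, which share no library, gave r = 0.67, and Tg3 against NC with Tg2 against WT gave r = 0.735. Both are below 0.823, so sharing is not excluded as a part of it. Tg1 against NC with Tg2 against WT gave r = 0.542, and Tg1 against WT with Tg2 against NC gave r = 0.575. Movement of the mutants along the axis above was not excluded as a source, and no biological explanation was tested.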
